# Seminal Plasma and Seminal Plasma Exosomes of Aged Male Mice Affect Early Embryo Implantation *via* Immunomodulation

**DOI:** 10.3389/fimmu.2021.723409

**Published:** 2021-10-12

**Authors:** Dandan Wang, Kadiliya Jueraitetibaike, Ting Tang, Yanbo Wang, Jun Jing, Tongmin Xue, Jinzhao Ma, Siyuan Cao, Ying Lin, Xiaoyan Li, Rujun Ma, Xi Chen, Bing Yao

**Keywords:** seminal plasma, seminal plasma exosomes, dendritic cells, advanced-age male fertility, uterine immune microenvironment, embryo implantation

## Abstract

Seminal plasma (SP), particularly SP exosomes (sExos), alters with age and can affect female mouse uterine immune microenvironment. However, the relationship between fertility decline in reproductively older males, and SP and sExos age-related changes, which may compromise the uterine immune microenvironment, remains unclear. The present study demonstrated that the implantation rate of female mice treated with SP from reproductively older male mice (aged-SP group) was lower than that of those treated with SP from younger male mice (young-SP group). RNA-sequencing analysis revealed altered levels of dendritic cell (DC)-related cytokines and chemokines in the uteri of the former group compared with those of the latter group. *In vivo* and *in vitro* experiments demonstrated a weaker inhibitory effect of aged SP on DC maturation than of young SP upon stimulation. After isolating and characterizing sExos from young and advanced-age male mice, we discovered that insemination of a subset of the aged-SP group with sExos from young male mice partially recovered the implantation rate decline. Additional *in vivo* and *in vitro* experiments revealed that sExos extracted from age male mice exerted a similar effect on DC maturation as SP of aged mice, indicating an age-related sExos inhibitory effect. In conclusion, our study demonstrated that age-related alterations of sExos may be partially responsible for lower implantation rates in the aged-SP group compared with those in the young-SP group, which were mediated by uterine immunomodulation. These findings provide new insights for clinical seminal adjuvant therapy.

## Introduction

Due to social pressure, extension of life expectancy, popularization of effective contraception, and the development of assisted reproductive technology, delayed childbirth has become extremely common, highlighting the issue of advanced-age-related fertility decline. Advanced paternal age, which refers to paternal age over 40, are known to significantly impact fertility and offspring health (1), with male age negatively correlated with semen volume, sperm motility, sperm morphology, reproductive hormone levels, testicular function, chromosome structure, and sperm DNA integrity (2–4). Irreversible cell damage and senescence from age-related inflammation and macromolecular dysfunction (5) produce a senescence-associated secretory phenotype (SASP) characterized by the increased release of pro-inflammatory cytokines, chemokines, and tissue-destructive proteases (6). Increased extracellular vesicle (EV) release has been reported in senescent cells, compared with normal cells, indicating an important EV role in SASP development (7). EVs can be largely divided into three groups, among which the smallest EV exosomes (Exos) varying between 0.03 and 0.15 μm are the focus of the attention of most studies in biomedicine, since they regulate multiple intercellular signaling in physiological and pathological situations (8, 9).

Seminal plasma (SP), an important component of male body fluid, is not only a vehicle for carrying spermatozoa to fertilize oocytes but also an essential actor in female immune response regulation and embryo implantation (10–12). Studies have demonstrated that semen can cause an inflammatory response in human female reproductive mucosa, including the production of inflammatory cytokines and chemokines (13–15), upregulation of cyclooxygenase-2 (16), and recruitment of dendritic cells (DCs) and cervical infiltrating neutrophils (14, 17, 18). Interestingly, recent studies have reported that SP may be beneficial to implantation by promoting DC tolerance (19). Tolerant DCs are more resistant to maturation upon various stimulations. Yasuda et al. discovered that immature phenotype made up the main component of uterine DCs (uDCs) 3.5 days post coitum (dpc), indicating that immature DCs may play an important role in successful implantation (20) and demonstrating the influence of male SP on the female reproductive immune microenvironment.

A typical mammalian ejaculation contains trillions of EVs, a primary component of SP. SP exosomes (sExos) and SP provide immunomodulatory functions in the uterus and may be involved in embryo implantation (21).

Based on these previous findings, we hypothesized that during the aging process of advanced-age males, production of senescence-related SP and sExos alters the uterine immune microenvironment, thus affecting embryo implantation. Our research elucidates the influence of SP and sExos from advanced-age male mice on embryo implantation, demonstrating age-related male fertility decline.

## Materials and Methods

### Mice

Specific pathogen-free (SPF) grade 6- to 8-week-, 12- to 14-week-, and 12- to 18-month-old male and 5- to 6-week-old female C57BL/6 mice and 6- to 8-week-old female Institute of Cancer Research (ICR) mice were purchased from Nanjing Medical University Laboratory Animal Co., Ltd. (Certificate number SCXK (Su) 2016-0002). The mice were housed in 12/12-h light/dark cycle, with unrestricted access to food and water. All animal experiments were approved by the Animal Protection and Use Committee of Jinling Hospital and carried out in accordance with institutional guidelines.

### Animal Experiment Design

As previously described (22), vasectomies were performed on 12- to 14-week-old (young) and 12- to 18-month-old (aged) male C57BL/6 mice, which were ready for mating, to confirm sterility 2 weeks post-surgery. Estrous cycle smears were used to identify estrus 6- to 8-week-old female ICR mice based on vaginal cytology (23), which were divided into two groups: one (young-SP group) caged with young sterilized male mice and the other (aged-SP group) with aged sterilized male mice. Mating was determined by the presence of a copulatory plug, which was checked at 8:00 a.m. daily, and the day of plug detection was defined 0.5 dpc.

### Zygote Collection and Culture

Zygote collection and culture experiments were performed as previously described (24). Briefly, after 46–48 h of 10 IU pregnant mare serum gonadotropin (PMSG) injection, 6- to 8-week-old female ICR mice were injected with human chorionic gonadotropin (HCG) and immediately mated with male mice. Eighteen hours later, the zygotes were harvested and cultured in Quinn’s 1026 cleavage medium (CooperSurgical, Trumbull, CT, USA), supplemented with 10% Quinn’s 3001 serum protein substitute (CooperSurgical) and paraffin oil, at 37°C under 5% CO_2_. The embryos were transferred at the four-cell phase and cultured in Quinn’s 1029 blastocyst medium (CooperSurgical), supplemented with 10% Quinn’s 3001 serum protein substitute (CooperSurgical), to blastocyst stage for subsequent transfers.

### Seminal Plasma Exosomes Administration and Blastocyst Transfer

Copulatory plugs were removed immediately after being detected. For sExos administration, transvaginal injection of 20 μl sExos/mouse was performed at 0.5 dpc or on the morning of estrus day. Briefly, a pipette tip was gently inserted about 5 mm deep into the vaginal lumen of mouse, and 20 μl of sExos was then deposited. For embryo implantation analysis, 16 blastocysts were transferred to each pseudo-pregnant mouse at 3.0 dpc following protocols provided by Pablo Bermejo-Alvarez (22) with little modifications, and mice were euthanized *via* cervical dislocation at 6.5 dpc to analyze implantation rates.

### Mouse Uterus RNA Sequencing and Functional Analysis

TRIzol was used to extract total RNA from the uteri of young-SP and aged-SP group female mice at 3.0 dpc, during the pre-implantation window and prior to embryo transfer. RNA integrity and concentration were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). RNA integrity number (RIN) ≥8 was used as a cutoff for RNA integrity. Sequencing libraries were generated using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (#E7530L, New England BioLabs, Ipswich, MA, USA) following the manufacturer’s recommendations. High-throughput sequencing was performed on the Illumina HiSeq 2500 system (Illumina, San Diego, CA, USA) at Annoroad Gene Technology (Beijing, China; http://www.annoroad.com). The original data were filtered and aligned to the reference genome using HISAT2 v2.1.0. Fragments per kilobase of transcript, per million mapped reads were calculated to estimate gene expression levels in each sample. DESeq2 was used to determine differential expression between samples. Genes with q < 0.05 and log2 FC > 1 were identified as differentially expressed genes (DEGs). The Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichments of the DEGs were used to determine their molecular interactions and reaction networks. The p-value ≤0.05 and false discovery rate (FDR) q-value ≤0.05 was considered as statistically significant.

### RNA Extraction and Quantitative RT-PCR

Total RNA was extracted from the uteri of young-SP and aged-SP group female mice at 3.0 dpc using a Total RNA Isolation Kit (BEI-BEI Biotech, Zhengzhou, China). The RNA extracted from the uteri of unmated mice between 1:00 p.m. and 4:00 p.m. on the day of estrus was regarded as control. To estimate RNA quality, the ratio of the absorbance contributed by the nucleic acid to the absorbance of the contaminants was calculated and requirements for A_260_/A_280_ ratios are 1.8–2.2. HisScript III RT SuperMix for qPCR (Vazyme Biotech, Nanjing, China) was used for RT-PCR. AceQ qPCR SYBR Green Master Mix (Vazyme Biotech) was used for qPCR, according to the manufacturer’s instructions. The samples were amplified and monitored using a Roche LightCycler 96 Real-time PCR system (Roche Diagnostics, Basel, Switzerland). The fold change in gene expression was calculated using the 2^−∆∆Cq^ method with the housekeeping gene GAPDH as the internal control, which was consistently expressed across samples. Primer-Blast was used to design primers. The primer sequences are listed in **Table 1**. Briefly, primers should have the following properties to ensure the efficiency and specificity: length of 18–24 bases; 40%–60% G/C content; start and end with 1–2 G/C pairs; and melting temperature (Tm) of 50°C–60°C. Primer pairs should have a Tm within 5°C of each other; primer pairs should not have complementary regions.

**Table 1:** Sequence of primers used for real-time quantitative PCR.

Gene name	5′-Sequence-3′
m-Cxcl1-F	CTGGGATTCACCTCAAGAACATC
m-Cxcl1-R	CAGGGTCAAGGCAAGCCTC
m-IL20rb-F	ACCCCTTTAACCGAAATGCAA
m-IL20rb-R	CCTCCAGTAGACCACAAGGAA
m-Fas-F	TATCAAGGAGGCCCATTTTGC
m-Fas-R	TGTTTCCACTTCTAAACCATGCT
m-Cxcl16-F	CCTTGTCTCTTGCGTTCTTCC
m-Cxcl16-R	TCCAAAGTACCCTGCGGTATC
m-Tnfsf10-F	ATGGTGATTTGCATAGTGCTCC
m-Tnfsf10-R	GCAAGCAGGGTCTGTTCAAGA
m-Cx3cl1-F	ACGAAATGCGAAATCATGTGC
m-Cx3cl1-R	CTGTGTCGTCTCCAGGACAA
m-Eda-R	TCAGGGGACTCTGCCACTC
m-Eda-F	CAGGCTGGGCTTTCCAACT
m-Ackr4-F	AGCCAGTACGAAGTGATCTGC
m-Ackr4-R	CTGCGAGCCCAGTGACAAA
m-Il17rb-F	GGCTGCCTAAACCACGTAATG
m-Il17rb-R	CCCGTTGAATGAGAATCGTGT
m-GAPDH-F	TCTTGCTCAGTGTCCTTGC
m-GAPDH-R	CTTTGTCAAGCTCATTTCCTGG

### Uterine Immunohistology and Luminal Fluid Collection

DCs were detected in paraffin-embedded uterine tissues of estrus control, young-SP group, aged-SP group, young-sExos group (perfused with sExos extracted from young male mice), and aged-sExos group (perfused with sExos extracted from aged male mice) females. Intrauterine injection of 10 μg of lipopolysaccharide (LPS; Solarbio, Beijing, China) in a total volume of 25 μl were administered at 0.5 dpc, and uterine luminal fluid was flushed with 50 µl of phosphate-buffered saline (PBS) prior to harvesting uterine tissues at 3.0 dpc. Insoluble material was pelleted at 14,000 × *g* for 10 min, and the supernatant was stored at −80°C until analysis. Uterine tissues were fixed with 4% paraformaldehyde (PFA) in PBS overnight at 4°C and dehydrated in ethanol before paraffin embedding. Tissue sections (3 µM) were cut on a LEiCA RM2016 Rotary Microtome (LEiCA, Shanghai), dewaxed in xylene, and rehydrated. After antigen retrieval process, tissues were surrounded with a hydrophobic barrier using a barrier pen. Non-specific staining between the primary antibodies and the tissue was blocked by incubation in blocking buffer (15% normal rabbit serum (vol/vol) in PBS) at room temperature. Sections were washed in PBS before incubation with anti-CD11c Rabbit pAb (1:100, Servicebio, Wuhan, China) for 1 h. Following washing in PBS, sections were incubated with TRITC-conjugated goat anti-rabbit IgG (1:100, Abcam, Cambridge, UK) overnight at 4°C in a humidified chamber. Sections were washed in PBS before incubation overnight with one of the followings: anti-mouse CD80 fluorescein isothiocyanate (FITC) (1:100, BioLegend, San Diego, CA, USA), anti-mouse CD83 APC (1:100, BioLegend), anti-mouse CD86 FITC (1:100, BioLegend), and anti-mouse MHCII Alexa Fluor^®^ 647 (1:100, BioLegend). Following washing in PBS, DAPI was added, and tissues were incubated for 10 min at room temperature. After rinsing with PBS, tissues were mounted with an anti-fade mounting media. Images were captured using an Eclipse Ci-E microscope (Nikon Instrument, Netherlands). To clearly visualize double-positive cells, the green and red channels were merged using the “AND” gate function in the Image Calculator of ImageJ.

### Preparation of Mouse Seminal Plasma

For collecting young SP and aged SP, three 12- to 14-week-old male C57BL/6 mice and three 12- to 18-month-old male C57BL/6 mice were used, respectively. After being euthanasia, mouse epididymal head, caudal epididymis, prostates, and seminal vesicles were removed from the opened abdominal cavity with microscopic ophthalmic instruments under an anatomical microscope and placed into 600 µl of precooled 0.5% PBS solution. These tissues were cut into small pieces with ophthalmic scissors, and the seminal vesicle fluid was extruded with a sterile syringe tip. The tissue suspension was transferred to a 1.5-ml centrifuge tube and centrifuged at 9,000 × *g* at 4°C for 30 min. The supernatants were collected as young SP and aged SP, respectively, both of which were stored at −80°C before use.

### Enzyme-Linked Immunosorbent Assay

The production of interleukin (IL)-12p70, tumor necrosis factor-α (TNF-α), IL-1β, IL-6, IL-10, and transforming growth factor-beta (TGF-β) was measured by ELISA kits (Enzyme-linked Biotechnology, Shanghai, China). Briefly, uterine luminal fluid or cell culture supernatant was added to the reaction buffer containing 50 μl of horseradish peroxidase (HRP)-conjugated reagent, and the wells were sealed and placed in a 37°C water bath for 60 min. Then, the wells were washed, and solutions A and B were added and incubated for another 15 min. The reaction was stopped by adding the termination buffer. The optical density was detected with a Multimode Microplate Reader (BioTek, Winooski, VT, USA). The concentration of each sample was calculated from the standard curve. The limit of these ELISA kits are as follows: mouse IL-12P70: 31.25–1,000 pg/ml; mouse TGF-β: 25–800 pg/ml; mouse IL-10: 12.5–400 pg/ml; mouse IL-8: 3.75–120 pg/ml; mouse IL-6: 3.75–120 pg/ml; mouse IL-1β: 31.25–1,000 pg/ml; and mouse TNF-α: 20–640 pg/ml.

### Preparation of Dendritic Cells

As previously described (25), bone marrow from the tibia and femur of euthanized C57BL/6 mice were extracted into a culture dish containing Roswell Park Memorial Institute (RPMI) 1640. The bone marrow cell suspension was centrifuged at 1,000 × *g* for 10 min and subsequently, after the addition of 3 ml of red blood cell lysate, at 1,000 × *g* for 5 min. The cells were cultured in the absence or presence of aged SP (dilution of 1:100), young SP (dilution of 1:100), aged sExos, or young sExos in 6-well plates at 1 × 10^6^ cells per well; and 200 ng/ml of granulocyte-macrophage colony-stimulating factor (GM-CSF) and 200 ng/ml of IL-4 were added. Half of the cell culture medium was refreshed every 3 days. On day 6, non-adherent cells in the culture supernatant and loosely adherent cells harvested by gentle washing with PBS were pooled and used as the starting source of material for most experiments [bone marrow-derived DCs (BMDCs)].

### Flow Cytometry and Dendritic Cell Maturation Analysis

BMDCs were stimulated with 1 μg/ml of LPS. After a 24-h culture, the cells were then collected by centrifugation and resuspended in single-cell PBS suspensions. Single-cell suspensions with final cell concentration 1 × 10^6^ cells/ml were blocked with 0.5% bovine serum albumin (BSA) at 4°C for 15 min and incubated with fluorescently labeled antibodies for 30 min. The following antibodies were used for flow cytometry analysis: anti-mouse CD11c PE (0.5 µg/test, BioLegend), anti-mouse CD80 FITC (0.125 µg/test, BioLegend), anti-mouse CD83 APC (0.5 µg/test, BioLegend), anti-mouse CD86 FITC (0.125 µg/test, BioLegend), and anti-mouse MHCII Alexa Fluor^®^ 647 (0.25 µg/test, BioLegend). The cells were subsequently washed, suspended in PBS solution, and analyzed using a BD FACSCalibur flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA). The data were analyzed using FlowJo 7.6.1 software (Tree Star, Inc., Ashland, OR, USA).

### Isolation and Characterization of Seminal Plasma Exosomes

The previously collected SP were each diluted with PBS to a total volume of 10 ml and centrifuged at 300 × *g* for 5 min. The supernatant was transferred to a new centrifuge tube and centrifuged at 3,000 × *g* for 10 min to remove cells or other debris and at 10,000 × *g* for 25 min to remove other larger vesicles. The resulting supernatant was then transferred to a matching overspeed centrifuge tube and centrifuged at 110,000 × *g* for 70 min. After the supernatant was transferred into a new tube, 60 µl of PBS was added to resuspend the pellet, which was then filtered with 0.45- and 0.22-μm filters and collected as young sExos and aged sExos, respectively. All centrifugations were carried out under 4°C, and the sExos were stored under −80°C for at most 1 week before use. Epididymosomes were collected following the same procedure as sExos isolation with only epididymal head, and caudal epididymis was used. The presence and purity of sExos were confirmed using H7700 transmission electron microscopy (Hitachi High-Tech, Tokyo, Japan). The sExos size was directly tracked using the Nanosight NS300 system (NanoSight Technology, Malvern, UK). Samples were manually injected into the sample chamber at ambient temperature. Each sample was measured thrice, and the average value was calculated. Finally, data were analyzed using the nanoparticle tracking analysis (NTA) analytical software, version 2.3.

### Western Blotting of Seminal Plasma Exosomes

Western blotting was used to identify sExos. Total protein was extracted using a radioimmunoprecipitation assay (RIPA) buffer, and protein samples were fractionated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE), analyzed by Western blotting, and visualized. Membranes were blocked with Albumin Bovine (BSA; Biofroxx, Einhausen, Germany) in TBST (10 mM of Tris, pH 7.5, 150 mM of NaCl, and 0.1% Tween-20) and then probed with primary antibodies overnight at 4°C. The following primary antibodies were used: monoclonal rabbit anti-mouse CD63 antibody (1:2,000, Abcam), monoclonal rabbit anti-mouse TSG101 antibody (1:2,000, Santa Cruz Biotechnology, Dallas, TX, USA), polyclonal CD9 antibody (1:1,000, MultiSciences Biotech, Zhejiang, China), monoclonal rabbit anti-mouse Albumin antibody (1:2,000, Abcam), and monoclonal GAPDH antibody (1:5,000, KangChen Biotech, Shanghai, China). After multiple washes in TBST and incubation with HRP-conjugated secondary antibodies (1:20,000, Beyotime, Shanghai, China), the protein bands were visualized using an automatic chemiluminescence image analysis system (Tanon Science & Technology, Shanghai, China). The intensities of protein bands were quantitated using ImageJ Gel Analysis program.

### Tracing of PKH67-Labeled Seminal Plasma Exosomes in the Uterus

PKH67 Green Fluorescent Cell Linker Kits (Sigma-Aldrich) were used to label sExos lipid bilayers. According to the reagent manufacturer’s instructions, 100 μg of freshly isolated sExos was diluted with 500 µl of diluent C and mixed with 500 µl of diluent C, which contained 4 µl of PKH67. After being incubated at room temperature for 5 min, 500 µl of Exosome-depleted FBS Media Supplement (System Biosciences, Palo Alto, USA) was added to halt the staining. The PKH67-labeled pure sExos were then separated from the unbound dye using the ExoQuick exosome precipitation solution (Bomais, Beijing) and were resuspended with 60 µl of PBS. Unstained sExos were used as a negative control. Each mouse was transvaginally injected with 20 µl of PKH67-labeled sExos or control sExos and euthanized 6 h later. The uteri were removed, frozen, and sectioned. After blocking with 2% BSA, slides were incubated overnight with anti-Vimentin antibody (1:200, Abcam) and anti-Cytokeratin 19 antibody (1:400, Abcam) at 4°C and then with secondary antibodies at room temperature for 1 h. The nuclei were then stained with DAB for 15 min, and images were digitized with an IX73 fluorescence microscope (Olympus Corporation, Shinjuku, Tokyo, Japan).

### Internalization of Seminal Plasma Exosomes by Bone Marrow-Derived Dendritic Cells

sExos were labeled with PKH67 green fluorescent dye and added to BMDCs cultured in glass-bottom chamber slides. After 24 h of incubation, the cells were placed on poly-l-lysine-coated glass coverslips (12 mm) during 20 min at room temperature. Then cells were washed with PBS and fixed in 4% PFA (10 min on ice) and washed twice with 0.1 mM of glycine in PBS. Subsequently, cells were incubated with a mouse anti-CD11c Rabbit pAb (1:100, Servicebio) for 1 h and revealed with TRITC-conjugated goat anti-rabbit IgG (1:100, Abcam) for 45 min. Then BMDCs were stained with Hoechst for 10 min. Coverslips were mounted on glass slides using Fluoromount and visualized with a LSM 710 laser scanning confocal microscope (Carl Zeiss, Oberkochen, Germany).

### Statistical Analysis

GraphPad Prism 8 and SPSS v.20 software packages were used for statistical analysis. Data are expressed as mean ± standard error of the mean. Each experiment was performed in triplicate technical and biological replicates. The differences among different groups and between two groups were assessed by one-way ANOVA with the Holm–Sidak post-hoc test and paired-samples t-test, respectively. For all tests, a bilateral test probability of p < 0.05 was considered to represent a statistically significant difference.

## Results

### Embryo Implantation Rate Reduced in Aged-Seminal Plasma Group

In order to determine whether the effects of SP on embryo implantation were related to male age, we constructed two groups of sterilized male models of different age ranges equal to 20–30 and 40–50 years in humans, using embryo transfer to eliminate maternal and gamete factors, as illustrated by the experimental model diagram in **Figure 1A**. Results showed that the implantation rate of the aged-SP group was significantly lower than that of the young-SP group (**Figures 1B, C**), which indicated age-related effects of SP on embryo implantation.

**Figure 1:**
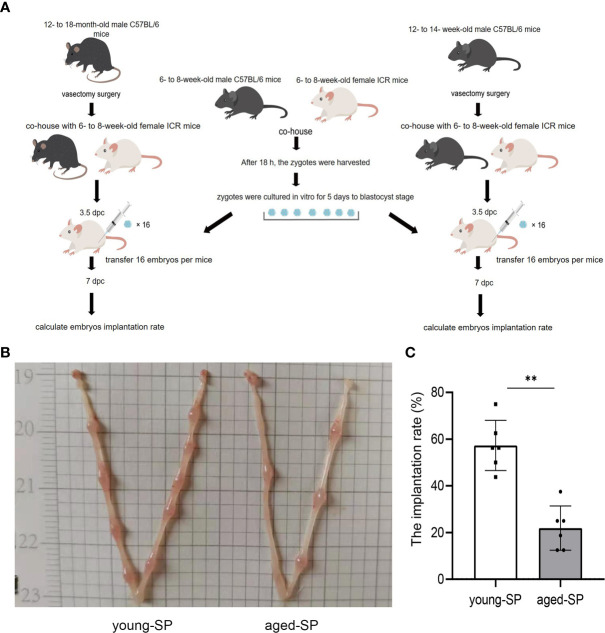
The embryo implantation in the aged-SP group and young-SP group. **(A)** Schematic diagram of experimental design. **(B)** Embryo implantation sites of two groups of recipient female mice on 6.5 dpc. **(C)** Quantitative histogram of embryo implantation rates in two groups of recipient female mice (n = 6). The differences between two groups were assessed by paired-samples t-test. **p < 0.01. The implantation rate (%): the number of implants/number of embryos transferred. SP, seminal plasma; dpc, days post coitum.

### Uterine Transcriptomics Differed Between Young-Seminal Plasma and Aged-Seminal Plasma Groups

To investigate the possible causes of the disparity in implantation rates between the aged-SP and young-SP groups, we analyzed the RNA sequence of 3.0-dpc uteri from both groups. 

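Uterine RNA of 2 females of the aged-SP group (replicates 1 and 4) and 3 females of the young-SP group (replicates 1, 2 and 4) was analysed. The females were ICR mice aged 6 to 8 weeks that had been caged with vasectomized C57BL/6 males, whose ejaculate contains seminal plasma without sperm. The paper gives the collection of the uteri as 3.0 dpc, and the sample labels give it as 3.5 days after caging. The authors filtered the reads, aligned them with HISAT2 and deposited the unnormalized count of each gene in each library, the FPKM made from these counts, and their own DESeq2 comparison of the groups. The total count was 16728601 in replicate 1 and 15675686 in replicate 4 of the aged-SP group. In the young-SP group it was 16110539, 16563742 and 15071914 in replicates 1, 2 and 4. The 10 most abundant genes took between 6.38% and 7.71% of the count of a library. Each of the 10 pairs of libraries differed by more than the sampling noise, with a chi-square per degree of freedom between 17.0 and 82.3, and each library was counted as a separate replicate. For the present comparison, the counts were normalized by edgeR's TMM method, and 17013 of the 28666 listed genes had enough counts to be tested (edgeR's filterByExpr). The groups were compared with edgeR's quasi-likelihood test, which is two-sided, and Benjamini-Hochberg adjustment over the tested genes. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds given in the paper's methods, and fold changes are those of the aged-SP group over the young-SP group. The typical variation of a gene between females of the same group, beyond counting error, was 25.1% of its mean (the biological coefficient of variation). Gene positions are those of the deposited table, on GRCm38.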

In hierarchical clustering (data not shown), a sample in the young-SP group was identified as an outlier, which laid in its own branch and extended from the very root of the tree. Outliers increase the variability in data, which decreases statistical power. Consequently, we excluded this outlier, and the principal component analysis of five samples finally included is presented in **Supplementary Figure 1**. 

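On log2 CPM (counts scaled to a common library size) of the 500 most variable tested genes, the first principal component (PC1) held 66.2% of the variance and the second (PC2) 15.7%. The aged-SP libraries lay at -43.7 (replicate 1) and -25.5 (replicate 4) on PC1. Among the young-SP libraries, replicates 2 and 4 lay at 41.9 and 36.6, while replicate 1 lay at -9.43, on the side of the aged-SP group, and stood apart on PC2 at 30.7. Over the same genes, young-SP replicate 1 differed from aged-SP replicates 4 and 1 by a root mean square of 2.27 and 2.61 on the log2 scale. It differed from young-SP replicates 4 and 2 by 2.63 and 3.05. Young-SP replicates 2 and 4 differed from each other by 1.60. By the chi-square per degree of freedom, which was not limited to these genes, young-SP replicate 1 was closest to young-SP replicate 4 (36.8). Aged-SP replicate 4 (39.4), young-SP replicate 2 (44.0) and aged-SP replicate 1 (50.4) followed. With all 17013 tested genes in place of the 500, PC1 held 54.7% of the variance, and young-SP replicate 1 lay at -5.97 on it. The sample that the paper excluded was not analysed here.

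**Figure D1:**
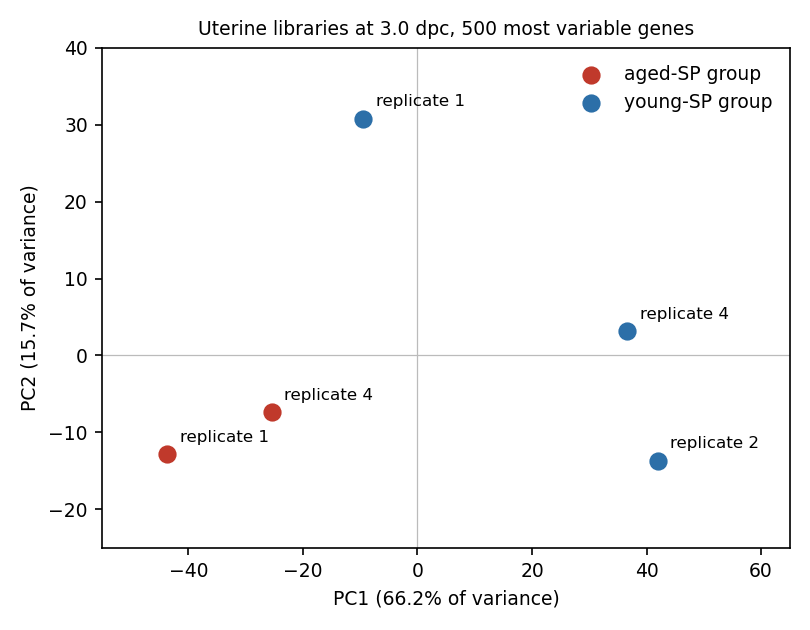
Each point is the uterine library of a female, placed by its scores on PC1 (horizontal axis, 66.2% of variance) and PC2 (vertical axis, 15.7% of variance), which have no unit. The 2 aged-SP libraries lie at the left, young-SP replicates 2 and 4 at the right, and young-SP replicate 1 between them on PC1 and highest on PC2.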

As gene cluster maps demonstrate, 632 differentially expressed transcripts were identified, among which 296 genes were upregulated and 336 genes were downregulated (**Figures 2A, B**). 

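By edgeR's test, 25 genes were called, of which 14 were higher and 11 lower in the aged-SP group. At an unadjusted p under 0.05 there were 3228 genes, against 851 expected by chance. With DESeq2's Wald test in its default settings, the tool named in the paper's methods, 632 genes passed the same thresholds, 296 higher and 336 lower, and all 25 genes called by edgeR were among them. The libraries did not contribute alike: edgeR called 578 genes without young-SP replicate 1, 3 without young-SP replicate 2 and 2 without young-SP replicate 4. The groups did not overlap in 6606 of the tested genes (38.8%), where chance gives 20%. Gm4316, a long noncoding RNA on chromosome 8 (123165255 to 123178765), had the smallest adjusted p. Its level was 94.0 ± 12.4 CPM (SD, n = 3) in the young-SP group and 0.311 ± 0.0124 CPM (SD, n = 2) in the aged-SP group. The log2 fold change was -8.21 (adjusted p = 0.00125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each aged-SP library had only 5 counts, so the size of the change is uncertain and the SD of that group is smaller than counting error. The processed pseudogene Gm8399 on chromosome 13 (81064684 to 81065800) rose from 3.22 ± 0.582 CPM (SD, n = 3) to 185 ± 38.3 CPM (SD, n = 2), a log2 fold change of 5.84 (adjusted p = 0.00351 in edgeR). Counts are uncertain where genes share sequence, and 28.9% of the 50-base stretches of Gm4316 and 78.5% of those of Gm8399 also occur in other genes. Zfp979, a zinc finger gene on chromosome 4 (147611937 to 147642513), had 1 count in each young-SP library and 139 and 140 counts in the aged-SP libraries, which makes it at least 43.3-fold higher in the aged-SP group. Zfp990 on the same chromosome (145510759 to 145539188) had 0 and 1 counts in the aged-SP libraries and 206 to 266 in the young-SP libraries, and was at least 78.0-fold lower. Zfp991 (log2 fold change 3.57) and Zfp984 (log2 fold change 3.00) belong to the same cluster of zinc finger genes. The counts of these 4 zinc finger genes are uncertain because 27.1% (Zfp979), 29.1% (Zfp990), 82.2% (Zfp991) and 54.5% (Zfp984) of their 50-base stretches occur in other genes. Chst8, on chromosome 7, had a log2 fold change of 2.96 (standard error 0.27, adjusted p = 0.0484 in edgeR). Among the lower genes were the noncoding AC164623.1 (log2 fold change -5.33, with 10.9% of its 50-base stretches in other genes), the collagen gene Col11a1 (log2 fold change -1.97) and Fkbp14 (log2 fold change -1.55), whose exons overlap Plekha8.

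**Figure D2:**
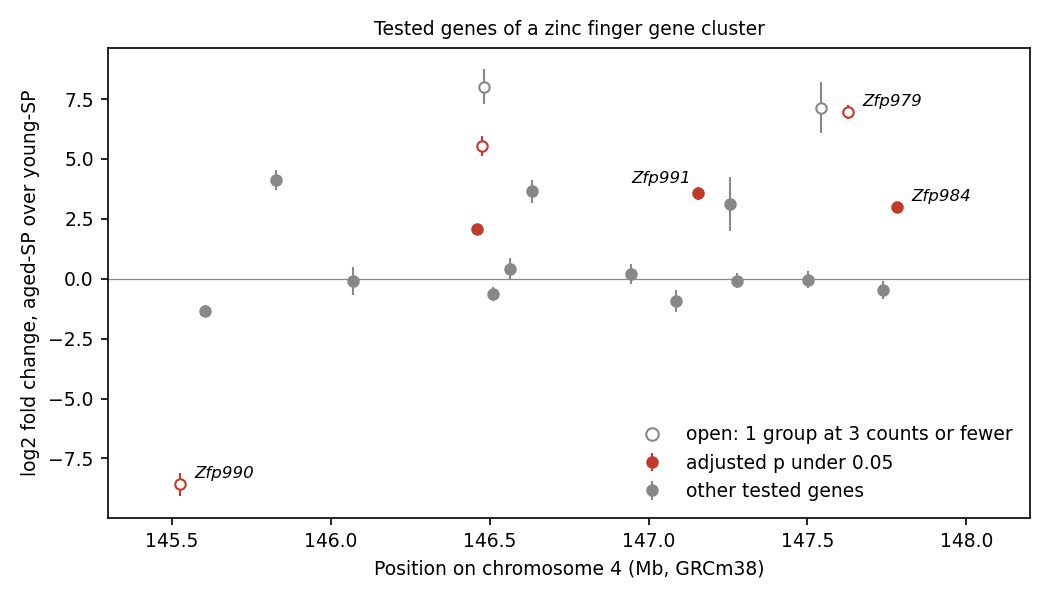
Log2 fold change of the aged-SP over the young-SP group (vertical axis) with its standard error (bars) for the 20 tested genes between 145510759 and 147809788 of chromosome 4 on GRCm38, by position in Mb (horizontal axis). Red points have an adjusted p under 0.05 in edgeR, and open points are genes with 3 counts or fewer in every library of a group, whose fitted fold changes are not measurements of size; 5 of the 6 red points lie above 0 and Zfp990 lies below.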

The results of KEGG pathway analysis based on these genes primarily identified protein digestion and absorption, basal cell carcinoma, ECM–receptor interaction and cytokine–cytokine receptor interaction (**Figure 2C**). 

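Pathway membership from KEGG was not used here. The gene ontology terms in the authors' deposited table were tested in its place, a choice made after the counts had been examined, with a one-sided Fisher's exact test. It set the 572 of the genes called by DESeq2 that have such a term against the 15427 genes that have a term and an adjusted p. Of 6169 terms with at least 5 genes, 13 had a Benjamini-Hochberg adjusted p under 0.05. The smallest adjusted p was 6.20e-12 in the exact test, for extracellular region, which held 70 called genes of 666 (24.7 expected, 46 of them lower in the aged-SP group), and for extracellular space. The term collagen trimer held 13 called genes of 53, where 1.97 were expected (adjusted p = 7.25e-05, exact test), and all 13 were lower in the aged-SP group. Extracellular matrix held 19 called genes of 181 (6.71 expected, adjusted p = 0.0234), 14 of them lower, and extracellular matrix structural constituent held 8 of 34 (1.26 expected, adjusted p = 0.0162, both by the exact test), 6 of them lower. The cytokine terms did not pass the exact test after adjustment. Chemokine activity held 6 called genes of 32 (1.19 expected, exact test, adjusted p = 0.186), cytokine activity 8 of 103 (3.82 expected, adjusted p = 1) and cytokine receptor activity 3 of 25 (0.927 expected, adjusted p = 1). With the genes called by edgeR, of which 22 have a term, 0 terms passed the adjustment and 63 had an unadjusted p under 0.05. A list of 12 collagen genes, tested as a set with camera at a preset correlation of 0.01, was lower in the aged-SP group, by a median of -0.82 in log2 CPM with 12 of 12 genes lower (adjusted p = 6.87e-08 over 18 lists). The call did not hold with fry (adjusted p = 0.0995) or with an estimated correlation (adjusted p = 0.688). Its most abundant gene, Col3a1, fell from 7754 ± 1069 CPM (SD, n = 3) in the young-SP group to 4265 ± 101 CPM (SD, n = 2) in the aged-SP group (adjusted p = 0.0760 in edgeR's test over all genes).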

Cytokines have been primarily defined as modulators of the immune system, and the balance in their relative abundance has been shown to impact embryo implantation (26). Among 17 genes included in cytokine–cytokine receptor interaction, nine have been previously identified to be involved in DC migration and maturation. 

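Each of the 9 genes was measured in the same libraries, and values are means in CPM with SD (n = 2 in the aged-SP group and n = 3 in the young-SP group). Cxcl1 (chromosome 5, 90891241 to 90893115) was at 7.33 ± 9.46 in the aged-SP group and 0.402 ± 0.382 in the young-SP group, and the groups overlapped, since aged-SP replicate 1 had 14.0 CPM and aged-SP replicate 4 had 0.640. Il20rb (chromosome 9, 100457719 to 100486788) was at 12.5 ± 0.629 and 3.94 ± 0.429, a log2 fold change of 1.66 (standard error 0.18) with an adjusted p of 0.0581 in edgeR's test, the smallest of the 9. Fas (chromosome 19) was at 18.0 ± 12.9 and 6.09 ± 0.974, Cxcl16 (chromosome 11) at 62.3 ± 6.48 and 24.0 ± 11.9, Tnfsf10 (chromosome 3) at 130.5 ± 60.2 and 53.04 ± 14.5, and Cx3cl1 (chromosome 8) at 35.1 ± 5.72 and 17.2 ± 4.10. Lower in the aged-SP group were Eda (chromosome X) at 12.8 ± 0.596 against 26.9 ± 4.98, Ackr4 (chromosome 9) at 3.99 ± 0.774 against 9.66 ± 0.721 and Il17rb (chromosome 14) at 18.0 ± 7.97 against 134 ± 63.5. The groups did not overlap in 8 of the 9 genes, against 38.8% of all tested genes and 20% by chance. The study picked the 9 for a role in dendritic cells known from earlier work. It picked them from genes that it had called different in these libraries, which favours such separation. Over all tested genes, 0 of the 9 had an adjusted p under 0.05 in edgeR's test and 9 had an unadjusted p under 0.05, and the adjusted p lay between 0.0581 and 0.202. Adjusted over the list alone, 9 of the 9 were under 0.05, which is not independent evidence for the same reason. With DESeq2, 9 of the 9 had an adjusted p under 0.05, between 3.22e-08 and 0.0255. Counting is uncertain where genes overlap: 16.9% of the 50-base stretches of Cxcl16, whose exons overlap Zmynd15, occur in other genes, as do 7.21% of those of Ackr4, which overlaps Acad11, and 2.53% of those of Il17rb, which overlaps Actr8.

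**Figure D3:**
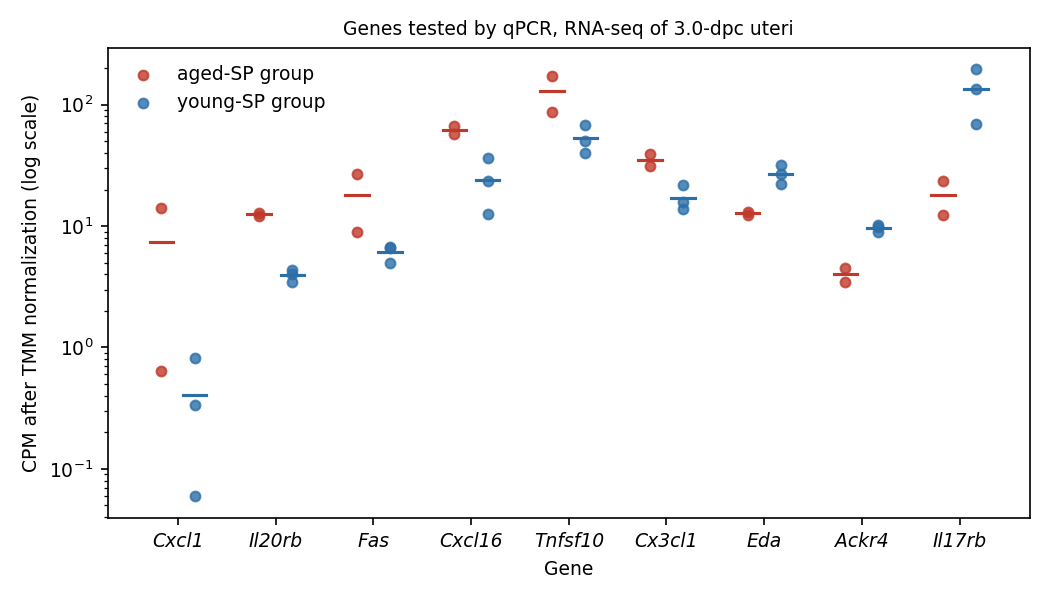
Level of each of the 9 genes in CPM on a log scale (vertical axis), by gene (horizontal axis). Each point is the library of a female and each horizontal line the mean of its group; the groups overlap for Cxcl1 and are apart for the other 8 genes.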

Tolerogenic DCs that are resistant to maturation seemed to be involved in the generation of tolerance to the embryos (27). We therefore validated a subset of mRNAs related to DCs in cytokine–cytokine receptor interaction pathway by qRT-PCR (**Figure 2D**). Results from the qPCR analysis of total RNA extracted from 3.0-dpc uteri during the pre-implantation window and prior to embryo transfer identified an increase of *Cxcl1*, *Il20rb*, *Fas*, *Cxcl16*, *Tnfsf10*, and *Cx3cl1* and a decrease of *Eda*, *Ackr4*, and *Il17rb* expression levels in the uteri of the aged-SP group compared with those of the young-SP group, which were inconsistent with the RNA-seq results. 

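In the RNA-seq counts, the direction of the difference between the aged-SP and young-SP groups was the same as in the qPCR for 9 of the 9 genes. The log2 fold changes were 4.17 for Cxcl1, 1.56 for Fas, 1.38 for Cxcl16, 1.30 for Tnfsf10 and 1.03 for Cx3cl1, and -1.08 for Eda, -1.27 for Ackr4 and -2.89 for Il17rb. With each library left out in turn, 9 of the 9 genes kept their direction. The sizes depended on aged-SP replicate 1 for several genes: without it, the log2 fold change was 0.67 for Cxcl1, 0.54 for Fas, 0.73 for Tnfsf10 and 0.85 for Cx3cl1, so that 5 of the 9 genes stayed over 1 in size. Gapdh, the internal control of the qPCR, did not differ between the groups (15.0 ± 2.44 CPM, SD, n = 2, against 15.5 ± 2.32 CPM, SD, n = 3; adjusted p = 0.913 in edgeR's test). Of the 50-base stretches of its longest coding transcript, 82.5% occur in other genes, so that its count is uncertain. With the counts scaled to Gapdh in each library in place of TMM, 7 of the 9 genes had an adjusted p under 0.05, as did 485 of all tested genes, against 26 with TMM.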

When compared with the virgin control, young-SP group and aged-SP group presented different variation trends, which proposed a complex regulation network of SP on uterine immune status. These results indicated that SP from advanced-age males impacts the embryo implantation-related signaling pathways, especially those involving DC migration and maturation, differently than SP from younger males.

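Beyond the genes picked from the cytokine pathway, a list of 18 dendritic cell genes was tested as a set on the same 5 libraries. The list was not called (median difference -0.01 in log2 CPM, 9 genes higher and 9 lower, adjusted p = 0.774 over 18 lists by camera, a two-sided test in limma), and its median lay between -0.039 and 0.15 without one young-SP replicate. The gene with the smallest p was Fscn1, lower in both aged-SP libraries than in all young-SP libraries, at 70.6 ± 3.78 CPM (SD, n = 2) and 112 ± 12.1 CPM (SD, n = 3), a log2 fold change of -0.67 (adjusted p = 0.0867 in edgeR's test and 0.000445 in DESeq2's Wald test). The maturation marker Ccr7 was at 2.77 ± 1.47 CPM (SD, n = 2) in the aged-SP group and 1.07 ± 0.933 CPM (SD, n = 3) in the young-SP group (adjusted p = 0.387 in edgeR's test). Cd40 was at 7.53 ± 4.05 CPM and 4.10 ± 0.753 CPM (adjusted p = 0.297 in edgeR's test), and Cd83 at 25.3 ± 3.30 CPM and 42.4 ± 14.9 CPM (adjusted p = 0.310 in edgeR's test). Cd80 was higher in both aged-SP libraries than in all young-SP libraries, at 1.79 ± 0.632 CPM and 0.954 ± 0.264 CPM (adjusted p = 0.307 in edgeR's test), as was Batf3, at 4.32 ± 0.0477 CPM and 2.64 ± 0.377 CPM (adjusted p = 0.207 in edgeR's test), and Batf3 and Fscn1 were the 2 genes of the list with an unadjusted p under 0.05. From the enriched pathways, the differences in the 9 genes and the separate trends of both groups against virgin controls, which were not analysed here, the paper concludes that seminal plasma of older males differs from that of younger males in its impact on signaling pathways related to implantation, especially pathways that involve the migration and maturation of dendritic cells.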

**Figure 2:**
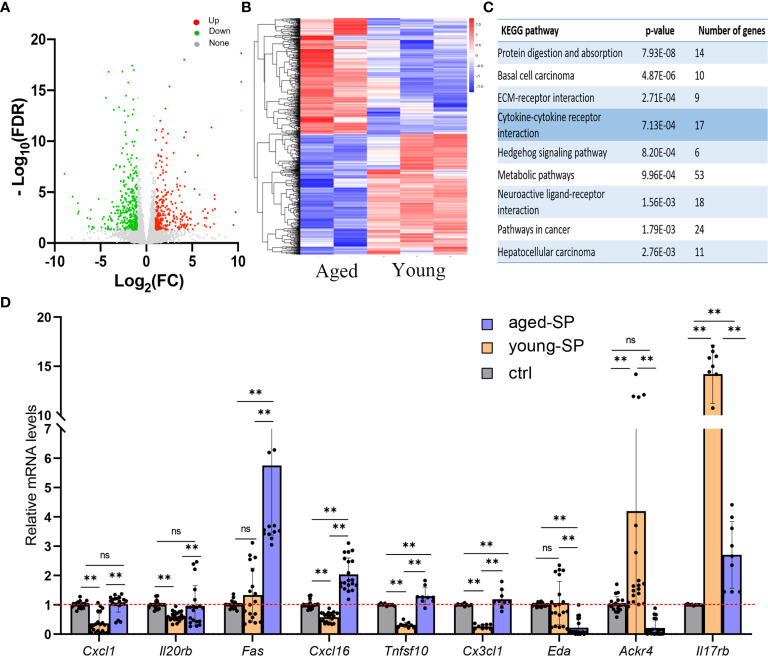
The transcriptomics of the uteri in the young-SP group and aged-SP group. **(A, B)** Volcano map and heatmap depicting clustering and global changes in gene expression for the uterus from aged-SP group and young-SP group as determined by RNA-seq. **(C)** KEGG pathway analysis of transcripts significantly changed. Top nine most highly enriched categories are shown. **(D)** qPCR validation for a subset of genes involved in cytokine–cytokine receptor interaction. *Gapdh* served as an internal control. The differences among different groups were assessed by one-way ANOVA with Holm–Sidak post-hoc test. **p < 0.01. The p-value ≤ 0.05 and FDR q-value ≤ 0.05 were considered as statistically significant. SP, seminal plasma; KEGG, Kyoto Encyclopedia of Genes and Genomes; FDR, false discovery rate; ns, not significant.

### Seminal Plasma Exerted an Inhibitory Effect on Dendritic Cell Maturation, Which Was Attenuated in Advanced Age

To investigate whether DC maturation was involved in the age-related impact of SP on embryo implantation, uterine tissues of young-SP and aged-SP groups were stained with DC maturation markers CD80, CD83, CD86, and MHCII and were visualized. Immunohistology results revealed that both young SP and aged SP could induce DC accumulation in the uteri, while the percentage of mature DCs was higher in aged-SP group than young-SP group (**Figures 3A, B**). Compared with immature phenotype, mature phenotype of DCs produce higher levels of IL-12p70, IL-1b, TNF-a, IL-6, and lower levels of IL-10, TGF-b in response to LPS (19). To further verify whether DC maturation status was altered, uterine luminal fluid in aged-SP and young-SP groups were collected, and ELISA was performed to detect inflammatory cytokines related to DC phenotype (**Figure 3C**). Results showed that the expression profiles of inflammatory cytokines in young-SP group were better aligned with immature DC phenotype than aged-SP group in response to LPS, indicating an inhibitory effect of SP on uterine DC maturation, which was attenuated in the aged-SP group. With emerging evidence showing that SP could impact DC maturation *in vitro*, BMDCs were used as *in vitro* model of DCs to investigate whether a direct impact of SP on DCs existed. CD11c was used to identify BMDCs according to the gating strategy depicted in **Supplementary Figure 2**. Flow cytometry analysis revealed that the expression levels of DC maturation markers CD80, CD83, CD86, and MHCII were higher in the aged-SP group than in the young-SP group (**Figures 4A, B**). In the cell culture supernatant, DC-related inflammatory cytokines presented identical expression profiles as an *in vivo* model (**Figure 4C**). These results indicated that SP exerted an inhibitory effect on DC maturation, which was attenuated in advanced age.

**Figure 3:**
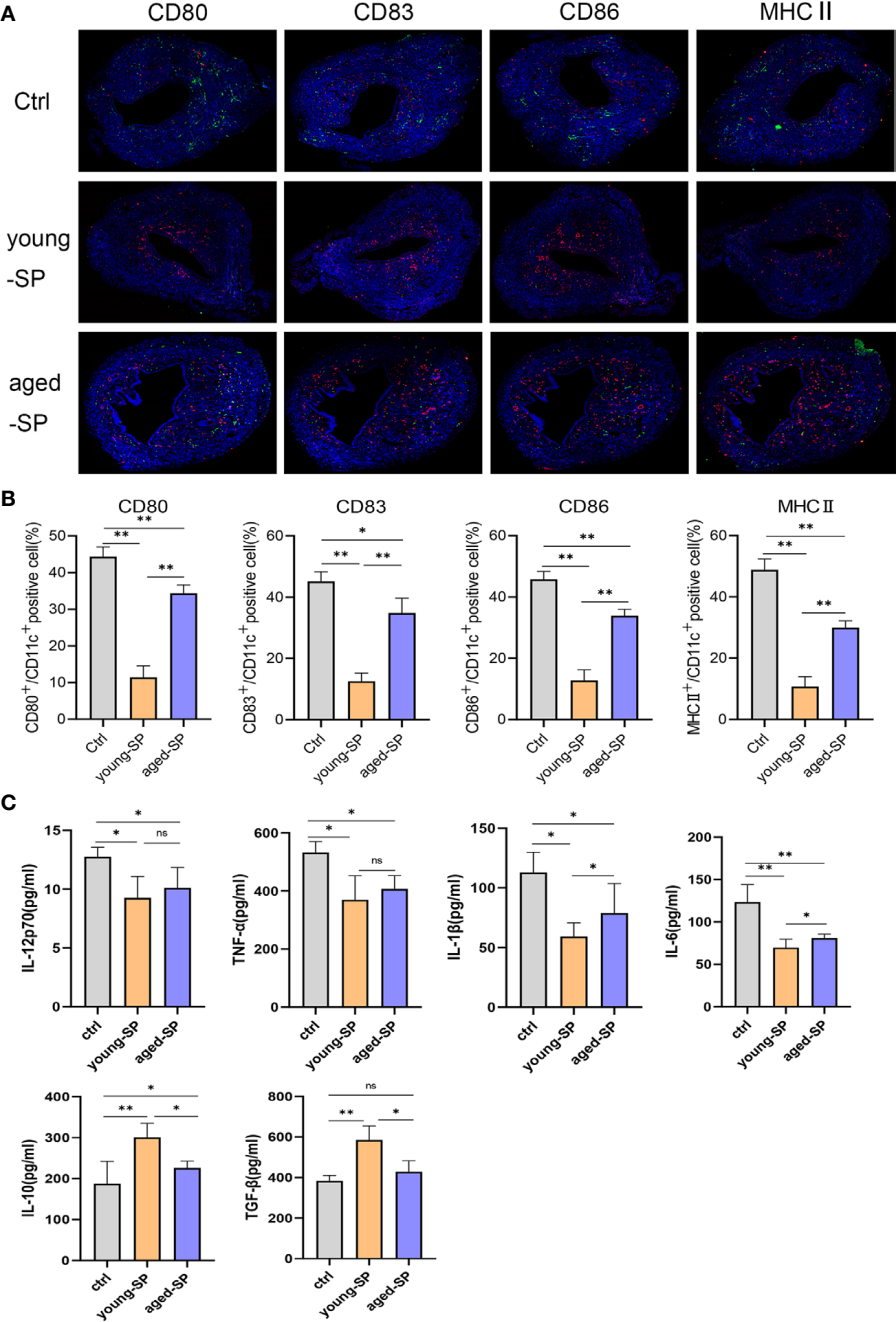
Alterations of uterine DC maturation status between young-SP group and aged-SP group *in vivo*. **(A)** Representative sections of the uteri from control group, young-SP group, and aged-SP group mice, immunostained with anti-CD11c (red) and anti-CD80/CD83/CD86/MHCII (green) antibodies. **(B)** Histomorphometric quantification of DC densities in the myometrium and endometrium of control group, young-SP group, and aged-SP group mice. **(C)** ELISA analysis demonstrating the concentration of IL-12p70, TNF-α, IL-1β, IL-10, TGF-β, and IL-6 in uterine luminal fluid (mean ± SD, n = 6).The differences among different groups were assessed by one-way ANOVA with Holm–Sidak post-hoc test. *p < 0.05 and **p < 0.01. DC, dendritic cell; SP, seminal plasma; ns, not significant.

**Figure 4:**
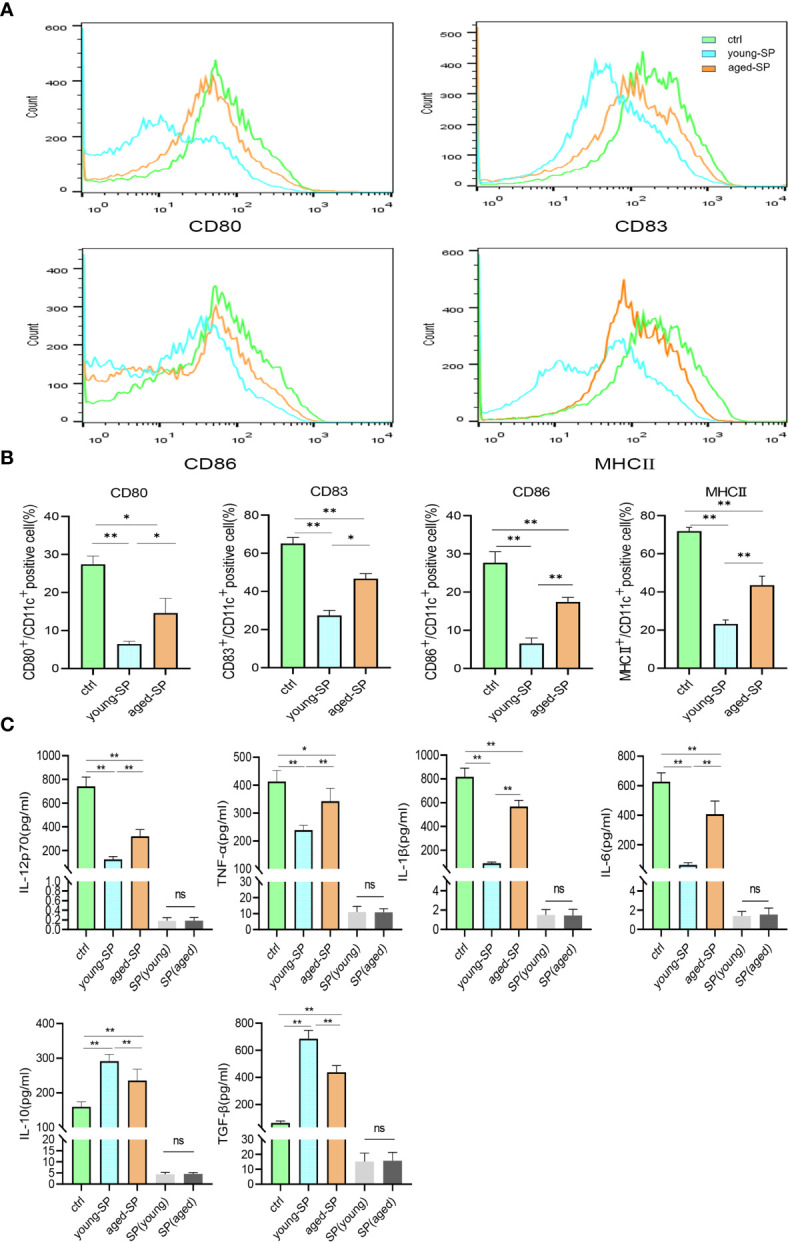
Alterations of BMDC maturation status between young-SP group and aged-SP group *in vitro*. **(A)** Fluorescence-activated cell sorting (FACS) analysis of CD80, CD83, CD86, and MHCII in culture supernatant. The x-axis represents the fluorescence intensity, and the y-axis represents the percentage of positive cells. **(B)** Quantification of CD11c+ CD80+ DC, CD11c+ CD83+ DC, CD11c+ CD86+ DC, CD11c+ MHCII+ DC positive cells as seen in panel A (mean ± SD, n = 6). **(C)** ELISA analysis demonstrating the concentration of IL-12p70, TNF-α, IL-1β, IL-10, TGF-β, and IL-6 in the culture supernatant (mean ± SD, n = 6). The differences among different groups were assessed by one-way ANOVA with Holm–Sidak post-hoc test. *p < 0.05 and **p < 0.01. BMDC, marrow-derived dendritic cell; SP, seminal plasma; DC, dendritic cell; ns, not significant.

### Characterization of Seminal Plasma Exosomes Extracted From Young and Aged Male Mice

sExos have been proposed as the main component of SP to provide immunomodulatory functions in the uterus (21). To investigate whether sExos contribute to the phenotype caused by SP, sExos of the young and aged male groups were extracted, and further experiments were performed. Western blotting analysis of sExos extracted from young and aged mice verified the presence of universal exosome markers TSG101 and CD63 (**Supplementary Figure 3A**). Further Western blotting analysis of sExos extracted from a single mouse confirmed minor increase without significance in the abundance of sExos with a similar expression level of sExos-positive markers TSG101, CD81, and CD9 in aged group compared with young group (**Figures 5A, B**). Purity was assessed based on the presence of negative marker Albumin, and the results revealed a small amount of Albumin contamination, which were aligned with other literature (28) (**Figures 5A, B**). NTA revealed that the average sExos size of the young and aged groups is, respectively, 102.8 nm and 206.6 nm (**Figures 5C, D**). Transmission electron microscopy analysis verified the presence of separated or clustered membrane-bound particles in the extracted sExos (**Figure 5E**). These results confirmed successful sExos extraction and an increase in the size of sExos from aged male mice.

**Figure 5:**
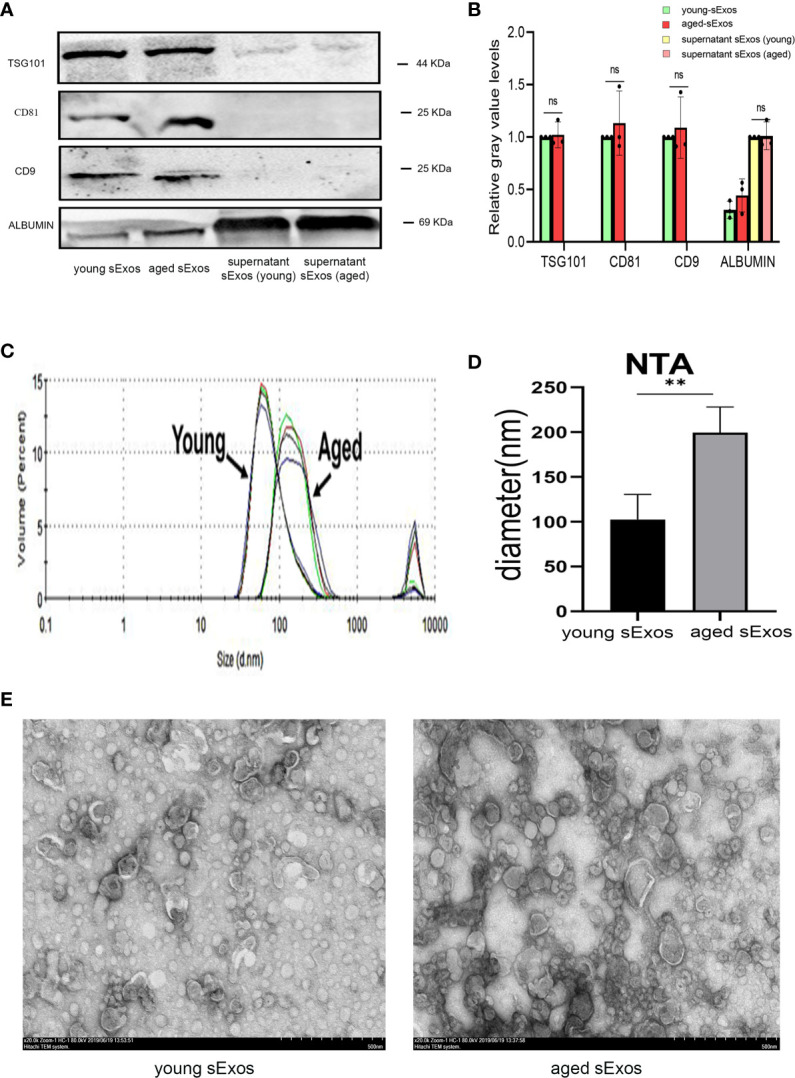
Characterization of sExos extracted from young and aged male mice. **(A)** Western blotting analysis on sExos using antibodies against the positive markers (TSG101, CD81, and CD9) and negative marker Albumin after BCA (Bradford) protein quantification assay. **(B)** Quantification of band intensity as seen in panel **(A, C)** Representative particle size distribution diagrams of sExos from two groups of mice as determined by nanoparticle tracking analysis. **(D)** Quantification of panel C (mean ± SD, n = 6). **(E)** TEM images of sExos isolated from young and aged male mice. Bar = 500 μm. The differences between two groups were assessed by paired-samples t-test. **p < 0.01. sExos, seminal plasma exosomes; BCA, bicinchoninic acid; TEM, transmission electron microscopy; BMDC, marrow-derived dendritic cell; SP, seminal plasma; DC, dendritic cell; ns, not significant.

### Intrauterine Perfusion With Young Mouse Seminal Plasma Exosomes Partially Rescued the Decline in Aged-Seminal Plasma Group Embryo Implantation Rate

To further explore whether young mouse sExos have beneficial effects on the decline of aged-SP group embryo implantation rate, remedial experiments were performed. PKH67 immuno-fluorescence labeling verified sExos entry into the uteri (**Figure 6A**). Further results demonstrated an implantation rate increase in the aged-SP group after perfusion with young sExos (**Figures 6B, C**). Epididymosomes are an important component of the sExos, but in our vasectomized model, epididymosomes would not be present. As such, intrauterine perfusion with epididymosomes extracted from young mice (young epididymosomes) were performed to illustrate whether epididymosomes contributed to the remedial effect of young sExos. Western blotting results confirmed successful extraction of epididymosomes with positive markers CD63, TSG101, and CD9 and negative marker Albumin (**Supplementary Figure 3B**), while no beneficial impact on declined implantation rate in aged-SP group was observed after exerting young epididymosomes (**Figures 6B, C**). These results revealed the beneficial effect of sExos excluding epididymosomes of young subjects on declined embryo implantation rate in aged-SP group.

**Figure 6:**
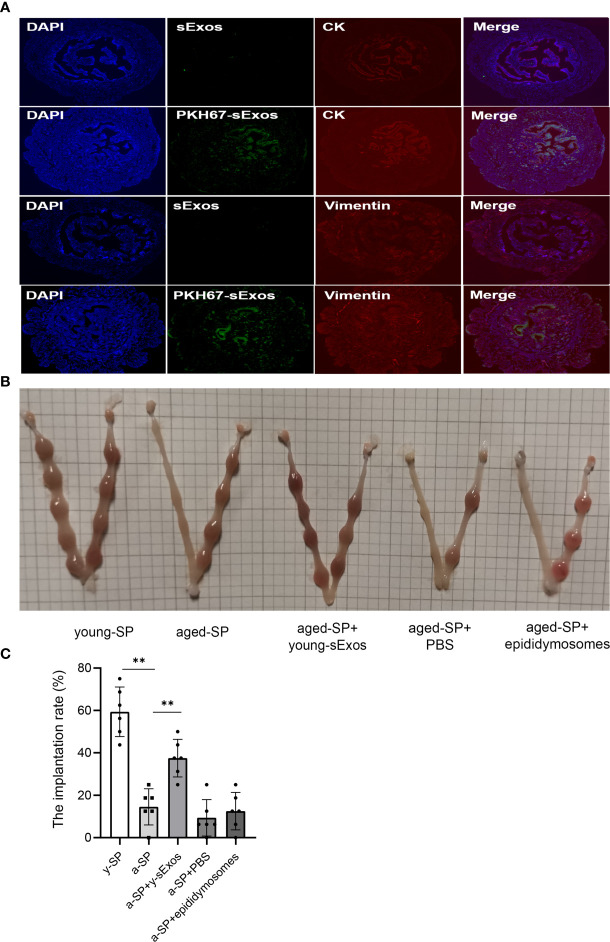
The increase of embryo implantation rate after perfusion with young sExos in the aged-SP group. **(A)** Immunofluorescence staining of the uteri after perfusion with sExos from young male mice. Red fluorescence shows antibody reactivity against Vimentin and Cytokeratin 19, green fluorescence shows PKH67-labeled sExos, and blue fluorescence shows nuclear DAPI reactivity (magnification, ×200). **(B)** Embryo implantation sites of young-SP, aged-SP, aged-SP+young-sExos, aged-SP+PBS, and aged-SP+epididymosomes group female mice on 6.5 dpc. **(C)** Quantitative histogram of the embryo implantation rates in five groups of recipient female mice as seen in panel B (mean ± SD, n = 6).The differences among different groups were assessed by one-way ANOVA with Holm–Sidak post-hoc test. **p < 0.01. sExos, seminal plasma exosomes; SP, seminal plasma; PBS, phosphate-buffered saline; dpc, days post coitum.

### Seminal Plasma Exosomes Exerted an Inhibitory Effect on Dendritic Cell Maturation, Which Was Attenuated in Advanced Age

For the purpose of investigating whether sExos participate in SP-related alterations of DC maturation, sExos extracted from young and aged male mice were perfused into the uteri of the virgin female mice. Uterine immunohistology with DC maturation markers demonstrated higher percentage of mature DCs after perfusing aged sExos than young sExos (**Figures 7A, B**). Uterine luminal fluid was also collected to detect inflammatory cytokines related to DC phenotype. An increase of IL-6 and a decrease of IL-10 and TGF-β were observed in aged-sExos group compared with young-sExos group (**Figure 7C**). Although no statistic difference was observed regarding IL-12p70, TNF-α, and IL-1β levels, they all increased in aged-sExos group compared with young-sExos group. Further *in vitro* experiments performed to determine whether aged sExos exerted a similar effect on DC maturation as aged SP revealed higher levels of maturation markers CD80, CD86, and MHCII on the surfaces of aged-sExos-treated group DC (**Figures 8A, B**). ELISA analysis of the cell culture supernatant obtained similar results as uterine luminal fluid, which further verified that aged sExos had a weaker inhibitory effect on LPS-induced DC maturation than young sExos (**Figure 8C**). Increased sExos size may be associated with alterations in sExos composition or internalization ability. Regarding the internalization rate by DCs, no significant difference was found between young-sExos and aged-sExos groups (**Supplementary Figure 4**), which indicated an age-related effect of sExos may be associated with alterations in sExos composition. These results showed that aged sExos acted as main components of aged SP in affecting DC maturation.

**Figure 7:**
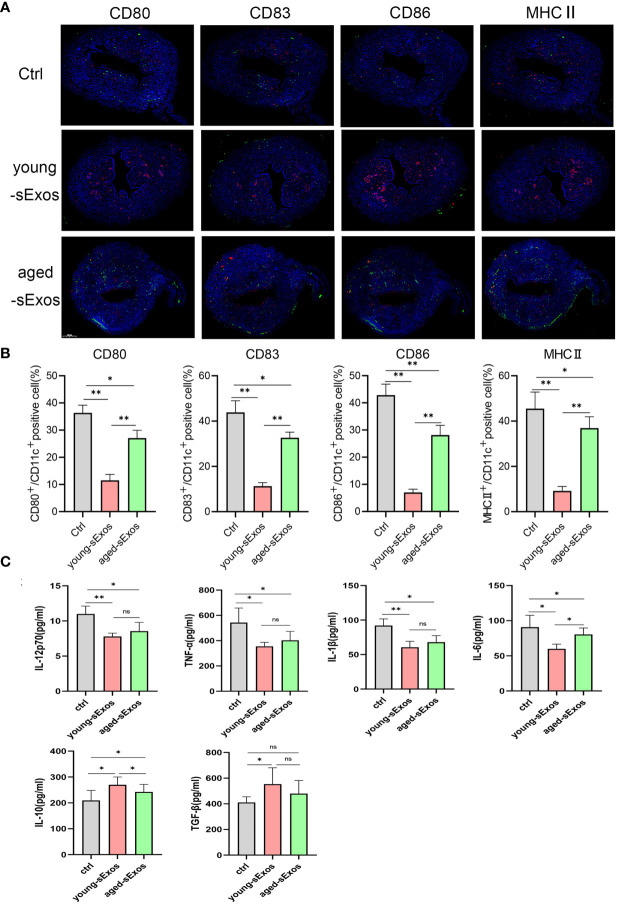
Alterations of uterine DC maturation status between young-sExos group and aged-sExos group *in vivo*. **(A)** Representative sections of the uteri from control group, young-sExos group, and aged-sExos group mice, immunostained with anti-CD11c (red) and anti-CD80/CD83/CD86/MHCII (green) antibodies. **(B)** Histomorphometric quantification of DC densities in the myometrium and endometrium of control group, young-sExos group, and aged-sExos group mice. **(C)** ELISA analysis demonstrating the concentration of IL-12p70, TNF-α, IL-1β, IL-10, TGF-β, and IL-6 in uterine luminal fluid (mean ± SD, n = 6). The differences among different groups were assessed by one-way ANOVA with Holm–Sidak post-hoc test. *p < 0.05 and **p < 0.01. DC, dendritic cell; sExos, seminal plasma exosomes; ns, not significant.

**Figure 8:**
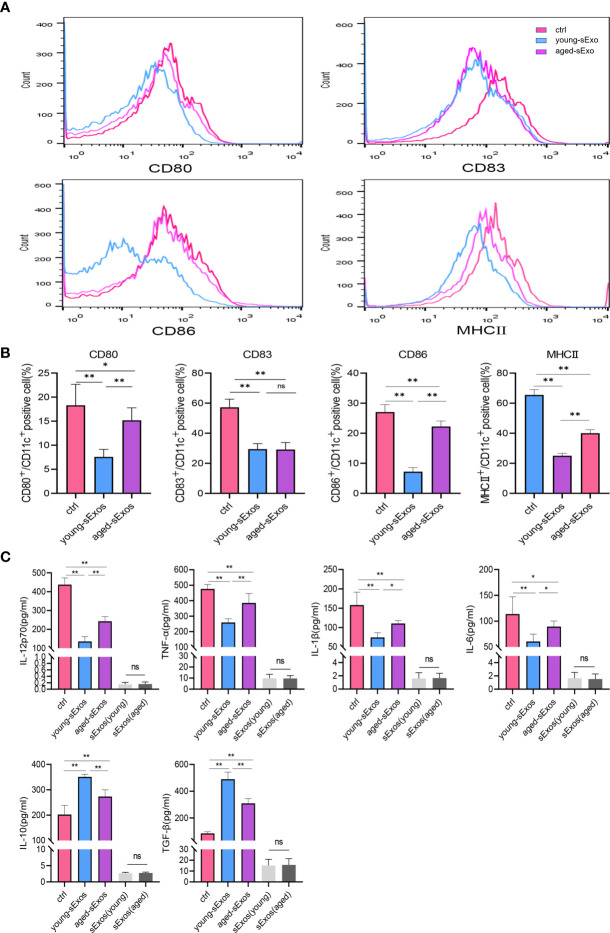
Alterations of BMDC maturation status between young-sExos group and aged-sExos group *in vitro*. **(A)** Fluorescence-activated cell sorting (FACS) analysis of CD80, CD83, CD86, and MHCII in culture supernatant. The x-axis represents the fluorescence intensity, and the y-axis represents the percentage of positive cells. **(B)** Quantification of CD11c+ CD80+ DC, CD11c+ CD83+ DC, CD11c+ CD86+ DC, CD11c+ MHCII+ DC positive cells as seen in panel A (mean ± SD, n = 6). **(C)** ELISA analysis demonstrating the concentration of IL-12p70, TNF-α, IL-1β, IL-10, TGF-β, and IL-6 in the culture supernatant (mean ± SD, n = 6). The differences among different groups were assessed by one-way ANOVA with Holm–Sidak post-hoc test. *p < 0.05 and **p < 0.01. BMDC, marrow-derived dendritic cell; sExos, seminal plasma exosomes; ns, not significant.

## Discussion

Function decline in aging semen has been recently identified as another factor besides spermatozoa causing age-related decline in male fertility (29). Emerging evidence has revealed the role of SP in regulating the uterine and fallopian tube environment, thereby enhancing embryo implantation and development (30, 31). Such regulation includes induction of uterine cytokine expression, leading to immune regulation on the uterus of mice (32) and humans (21). The immune cell migration was once believed to be intended for removal of microorganisms and excess sperm (14, 18). However, the SP-induced influx of uterine cytokines and chemokines is now believed to promote maternal tolerance of paternal antigens. T cell-activating macrophages and DCs are recruited into uterine tissue in response to semen-induced cytokine and chemokine signals (33). An article published recently verified migration of uDCs from the periphery just before implantation (20). Their data also showed an increase of immature uDCs on day 3.5 pc, which support the concept that immature DCs may participate in embryo implantation *via* regulating fetal–maternal tolerance (34). Numerous studies have revealed an age-related decline in embryo implantation rate, largely mediated by uterine cytokines and chemokine inducement (15, 29, 35). In our results, we found an age-related effect of SP on embryo implantation, accompanied by alterations in uterine cytokines, which may be responsible for the migration or maturation of DCs (36, 37). GM-CSF-derived BMDCs have been used as a model to study DC biology in countless studies. It has generally been thought that non-DCs can be eliminated by early washing steps, discarding highly adherent cells and enriching or sorting for CD11c+ cells. However, recent studies reckon that CD11c+ fraction of GM-CSF cultures comprises macrophages and DCs (38, 39). In our study, we found alterations in DC maturation markers and changes in cytokines involved in successful implantation, which were not specifically secreted by DCs, with emerging evidences verifying their expressions in both DCs and macrophages (39). Therefore, we assumed that the effects observed after various treatments in BMDCs could be mainly attributed to macrophages and DCs, or even CD11c− cells were included. Although we cannot conclude that alterations were mediated by DCs alone, our data do strongly suggest that DCs are at least largely involved. Tolerogenic DCs seemed to be involved in the generation of tolerance to the embryos (27). A previous study showed that DCs tend to differentiate into tolerogenic DCs, which failed to develop a mature phenotype in response to LPS in the presence of SP (19). Our *in vivo* and *in vitro* results confirmed alterations of DC maturation status between young-SP and aged-SP groups, which indicated that the lower implantation rate observed in the aged-SP group may be associated with the diminished inhibitory effect of aged SP on DC maturation.

Semen contains sperm, testosterone (40), soluble proteins—such as TGF-β and interferon-γ (41)—that can interact with cells in the female reproductive tract, and abundant levels of sExos (42), which are mainly secreted from the prostate, and seminal vesicles (43). We successfully isolated and characterized mouse sExos with the presence of positive markers. It has been demonstrated that senescent cells release more Exos with different compositions, likely contributing to the SASP (44). No significant difference between young and aged groups was observed regarding the quantity of sExos, which indicated that different phenotypes caused by sExos may be more associated with their composition than quantity. NTA analysis revealed that sExos from the advanced-age group exhibited increased size, consistent with senescent mesenchymal stem cells Exos (45). Increased sExos size may be associated with alterations in sExos composition or internalization ability. With no difference observed in the internalization rate, we hypothesized that there might be age-related changes in the sExos composition. Related research has confirmed that sExos can regulate the immune response and gene expression in the female reproductive tract (11, 46, 47), eventually contributing to embryo implantation and gestation. In our results, young sExos partially recovered the declined implantation rate in the aged-SP group, indicating that sExos may contribute to the age-related changes of SP. Zhao et al. demonstrated that sExos secreted by 5-aminolevulinic acid photodynamic therapy-treated squamous carcinoma cells can promote DC maturation to exert an anti-tumor immunity function (48). We found that aged sExos exerted a similar effect on DC maturation to aged SP. The current debate over the clinical benefits of sexual intercourse or intrauterine SP perfusion prior to embryo transfer (49–51) has not considered physiological and pathological conditions such as male age. Uterine response intensity and quality are affected by semen composition, including antigen and immunomodulatory adjuvant content. The alteration of SP components under various physiological and pathological conditions may be an immune-mediated quality control process signal to the female reproductive tract (52), leading to different pregnancy and birth outcomes. SP from advanced-age subjects presented no obvious benefits in our study, suggesting that male age should factor into seminal adjuvant therapy.

In conclusion, our study demonstrates that age-related alterations of sExos may be partially responsible for lower implantation rates in the aged-SP group compared with those in the young-SP group, which were mediated by uterine immune status changes. These findings provide new insight and scientific basis for future clinical seminal adjuvant therapy.

## Data Availability Statement

The RNA sequencing data associated with this study are publicly available in NCBI (GEO) under the accession number GSE180444.

## Ethics Statement

The animal study was reviewed and approved by The Animal Protection and Use Committee of Jinling Hospital.

## Author Contributions

BY and XC: study design and final version of manuscript approval. YW, RM ,YL and XL: data acquisition. JM, TX, SC and JJ: data analysis and interpretation. DW KJ and TT: drafting manuscript, performing experiments and responsible for the integrity of the data analysis. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Key Research and Development Program of China (2018YFC1004700) and National Natural Science Foundation of China (81971373).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

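RNA of whole uteri from 5 ICR females was analysed, 2 of the aged-SP group (replicates 1 and 4) and 3 of the young-SP group (replicates 1, 2 and 4). The conditions were taken from the sample labels, and 0 columns with values per sample were left unused. The authors filtered the reads, aligned them with HISAT2 and deposited the unnormalized count of each gene in each library. The FPKM values deposited by the authors are these counts divided by gene length and by the total count of the library, which was checked on the values, and they were not used for tests. The deposited table also holds the mean signal over the 5 libraries after scaling by DESeq2 size factors, which the authors made from the same counts. The log2 fold changes in that table were made by the authors with DESeq2, as the aged-SP group over the young-SP group. The p-value and the adjusted p-value of each gene in the deposited table come from the authors' DESeq2 comparison. The log2 fold changes computed here with DESeq2 differed from the deposited ones by at most 1.44e-08. Of the 28666 listed genes, 26998 have the same position in GENCODE M21 on GRCm38, and 74 identifiers are absent from it.

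Counts were analysed with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 in Python 3.11.15. Genes were kept by filterByExpr with the 2 groups, TMM factors were computed (between 0.990 and 1.02), and the groups were compared with glmQLFit and glmQLFTest. The common dispersion was 0.0629 and the prior degrees of freedom were 2.55. CPM values are counts divided by the library size after TMM, and log2 CPM values have a prior count of 2. The standard error of a log2 fold change is its size divided by the square root of the F statistic of edgeR's test. It is an approximation that is uncertain where a group has few counts. A count of 3 or fewer in every library of a group was treated as the floor, and fold changes against it are given as lower bounds. The floor covers counting error only, since the reads carry no molecular identifiers in the files. Total counts lay between 15071914 and 16728601 per library.

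Genes named in the text were chosen by rule. They are the genes that the paper names or measures in the uterus, the 5 higher and the 5 lower called genes with the largest fold change among those with a symbol, a mean of at least 50 counts and no overlap between the groups, and members of the marker lists. The called genes of the KEGG pathways were part of the rule, but pathway membership was not used here, so the KEGG tests were not run. Gene ontology terms from the deposited table were tested in their place. Marker lists were written for uterine epithelium, uterine glands, endometrial stroma, myometrium, endothelium, leukocytes, macrophages, dendritic cells and their maturation, neutrophils, T and NK cells, progesterone response, estrogen response, proliferation, collagens, vagina and cervix, ovary, oviduct, adipose tissue, skeletal muscle, pancreas and seminal vesicle. Lists with at least 3 tested genes were compared with camera on log2 CPM, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 18 lists. The groups, tests, thresholds, lists and naming rule and the alternatives listed first below were fixed before the data were examined. The gene ontology tests, the tests of position and shared sequence and the corrections for depth, gene length and GC content were added later.

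The first alternatives were DESeq2 size factors or library size alone in place of TMM, DESeq2's Wald test, limma-voom, no filter on low counts, at least 10 counts in every sample, a replicate block, each library left out in turn, the adjusted p alone, glmTreat against a log2 fold change of 1, and scaling to Gapdh for the genes tested by qPCR and the dendritic cell genes. For the lists they were fry and an estimated correlation, and for the principal components all tested genes and DESeq2's variance stabilizing transformation. Added later were scaling to Gapdh for the count of all called genes, edgeR with legacy = FALSE, edgeR with robust = TRUE, libraries thinned to the smallest total, and the removal of a trend over gene length or GC content. None of the scalings moved the median log2 fold change of the tested genes by more than 0.05. Where a fit left 1 aged-SP library, only fold changes were computed. Shared sequence was measured as the share of a gene's 50-base stretches that occur in transcripts of other genes of GENCODE M21.

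The tests were checked on 5 simulated datasets with the dispersions and totals of these libraries, each with 200 changed genes. EdgeR recovered 82.8% of them and 7.90% of its calls were false. DESeq2 recovered 88.4%, with 21.1% false calls, and limma-voom 82.0%, with 7.66% false calls. The shares recovered hold for changes of the size planted and do not tell how often smaller changes are missed. The check therefore cannot tell how many genes called by DESeq2 but not by edgeR are changes that edgeR missed. Without any changed gene, the mean number of calls was 1.6 with edgeR, 30.4 with DESeq2 and 0.4 with limma-voom. A list with a planted change was found in 5 of 5 datasets by camera and in 3 of 5 by fry, and 0 other lists were called by either. Simulated genes were drawn independently of each other, unlike genes that vary together in a tissue. The list check therefore cannot tell whether camera's preset correlation is high enough for these libraries.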

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

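All results in this part concern genes that the paper does not discuss, and the tests of position, shared reads, haplotype, depth, gene length and GC content were chosen only after the results were seen.

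Of the 25 genes called by edgeR, 6 lie in a cluster of zinc finger genes and pseudogenes on chromosome 4, between 145510759 and 147809788 (2.30 Mb), and 5 of the 6 are higher in the aged-SP group. The called genes formed 9 pairs within 1 Mb, where 100000 random draws of 25 tested genes gave 0.472 on average and at most 8, which argues against chance positions (permutation test, p = 1.0e-05, the smallest that the draws can give). Outside the cluster there was 1 such pair. Of the 20 tested genes of the cluster, 12 had an unadjusted p under 0.05, with 10 higher and 2 lower, and DESeq2 called 11. The tables also argue against depth, gene length and GC content as the whole cause of the fold changes of the 25 genes. After thinning the libraries to the smallest total, 22 of the 25 stayed called. Removing a trend over gene length or GC content changed their log2 fold changes by a median of 0.0364 and 0.0126, and 24 of the 25 stayed over 1 in each case. The calls are less firm than the fold changes, since 11 of the 25 stayed called with the length trend removed and 23 with the GC trend removed (largest adjusted p of the 25 genes 0.0576 and 0.0505 in edgeR). Zfp979 and Zfp990 lost their calls without young-SP replicate 2 (adjusted p = 0.0721 and 0.110 in edgeR) and without young-SP replicate 4 (adjusted p = 0.0877 and 0.167 in edgeR), and over all alternatives their adjusted p lay between 4.40e-12 and 0.130 and between 1.55e-07 and 0.167. Zfp991 and Zfp984 lost theirs in the same fits (adjusted p = 0.186 for both without young-SP replicate 2, and 0.104 and 0.214 without young-SP replicate 4, in edgeR). Several explanations stay open. Reads shared between near-identical copies may shift counts from gene to gene. The summed level of the cluster was 182 ± 33.2 CPM (SD, n = 2) in the aged-SP group and 144.7 ± 15.8 CPM (SD, n = 3) in the young-SP group, a ratio of 1.26, which does not decide it because the difference is of the size of the spread. Another haplotype of the females than the reference is a candidate explanation, since the females were ICR mice and the reference is that of another strain. The groups did not overlap in 14 of the 20 genes, against 38.8% of all tested genes and 20% by chance. The cluster was picked for its called genes, which favours such separation. A haplotype carried by all females of a group also cannot be told apart from an effect of the group without their genotypes. An effect of the age of the males also stays open, as untested.

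The largest changes outside the cluster were those of Gm4316, with a log2 fold change of -8.21, and Gm8399, with a log2 fold change of 5.84. The size for Gm4316 rests on 5 counts in each aged-SP library. Gm4316 kept its call under each alternative in which its adjusted p was computed (at most 0.0451 in edgeR, DESeq2 and limma), while a filter of at least 10 counts in every sample removes it and glmTreat was not compared for single genes. Gm8399 was past the threshold under each of these alternatives except without young-SP replicate 4 (adjusted p = 0.0532 in edgeR, against 2.36e-120 to 0.0494 under the others). Removing the trend over gene length moved their log2 fold changes to -8.25 and 5.79, and removing that over GC content to -8.26 and 5.76, which argues against these trends as the cause. Reads shared with other genes and a variant of the females stay open for both genes, as does an effect of the age of the males, and no test decided between these for them.

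As sets, the progesterone response list was lower in the aged-SP group by a median of -1.69 in log2 CPM, with 11 of 12 genes lower, Cyp26a1 being the exception, and the estrogen response list was higher by a median of 1.83, with 9 of 11 genes higher. With Areg, whose aged-SP counts are at the floor, placed at its bound, the progesterone median was also -1.69. The uterus expresses all the genes tested in both lists, and Nr2f2 of the progesterone list is also in the endometrial stroma list. In the progesterone list 0 genes were called by edgeR and 10 had an unadjusted p under 0.05, and in the estrogen list 0 were called and 3 had an unadjusted p under 0.05. A different hormonal stage of the uteri is consistent with the progesterone list by camera (adjusted p = 4.22e-05 in limma). Fry and camera with an estimated correlation gave the same direction, but the call did not hold there (adjusted p = 0.137 with fry, with an unadjusted p of 0.0234, and 0.688 with an estimated correlation, in limma). Over the other alternatives its adjusted p lay between 1.21e-06 and 0.000805. The estrogen list (adjusted p = 0.0309 by camera in limma) depended on single libraries. Its adjusted p was 1.04e-05 without young-SP replicate 1, 0.113 without young-SP replicate 2 and 0.114 without young-SP replicate 4, and over all alternatives it lay between 1.04e-05 and 0.936. The median of the list relative to its mean was 0.99 in young-SP replicate 1, against -1.91 and -1.13 in young-SP replicates 2 and 4 and 1.24 and 1.12 in the aged-SP libraries. Carry-over of other tissue and a different share of the cells of the uterus stay open as causes of part of the 25 calls. Of 64 listed genes of vagina and cervix, ovary, oviduct, adipose tissue, skeletal muscle and pancreas, 41 had too few counts to be tested. Of the 23 tested, 13 were lower and 10 higher in the aged-SP group by edgeR, 0 were called, and 5 had an unadjusted p under 0.05, all lower (21.7%, against 18.97% of all tested genes). With so few calls among all genes, a count of 0 excludes little. The most abundant of the 23 were Acta1, at 74.3 ± 11.7 CPM (SD, n = 2) in the aged-SP group and 204 ± 41.6 CPM (SD, n = 3) in the young-SP group, and Ovgp1, at 84.9 ± 48.9 CPM and 111 ± 106 CPM. Of the tissue lists of the uterus, endometrial stroma was lower (median -0.28, 8 of 10 genes lower, adjusted p = 0.0309 by camera in limma), with Pdgfra at 346 ± 1.66 CPM and 543 ± 83.005 CPM and Hoxa10 at 454 ± 23.7 CPM and 483 ± 32.8 CPM. Uterine epithelium was higher without young-SP replicate 1 (median 0.47, adjusted p = 0.00933 by camera in limma), against a median of 0.31 with all libraries. The medians of uterine epithelium, endometrial stroma and myometrium were at most 0.31 from 0 with all libraries, less than the changes of the called genes, but that of uterine glands was 0.91, and the members went both ways. Whether the stage differed by chance between few females or through the age of the males was not tested.

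The collagen list was lower in the aged-SP group by a median of -0.82 in log2 CPM, with 12 of 12 genes lower, 0 called by edgeR and 10 at an unadjusted p under 0.05. The uterus expresses all 12, and the list was written before the counts were examined. The paper had already named ECM-receptor interaction among the pathways from these libraries, so the list may not be independent of them. Its adjusted p by camera lay between 8.76e-09 and 3.23e-06 over the alternatives in normalization, filter, block and libraries. The set tests with fry and with an estimated correlation did not call it, so the correlation between collagen genes may account for part of the evidence (adjusted p = 0.0995 with fry in limma). A lower share of stromal cells stays open as well, since the endometrial stroma list was also lower (median -0.28, adjusted p = 0.0309 by camera in limma). A different hormonal stage and an effect of the age of the males stay open, and neither was tested for collagens.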

How the results depend on the processing

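The alternatives described with the processing were run, and those for depth, gene length, GC content, edgeR's settings and gene ontology and the count of all genes after scaling to Gapdh were chosen only after the results had been seen.

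With edgeR, 25 genes were called, 14 higher and 11 lower. The count stayed between 18 and 28 with DESeq2 size factors, library size alone, limma-voom, at least 10 counts in every sample, the adjusted p alone, legacy = FALSE, robust = TRUE, thinned libraries and the GC trend removed, except that the number of higher genes was 8 with DESeq2 size factors. DESeq2's Wald test called 632 genes (296 higher, 336 lower) and edgeR without a filter on low counts called 203 (94 higher, 109 lower). Scaling to Gapdh gave 479 (298 higher, 181 lower), 24 of them among the 25, with 2081 at an unadjusted p under 0.05. The cause was not tested in these 3 cases. With glmTreat 4 genes were called (2 higher, 2 lower), a stricter test by construction. With the length trend removed 11 were called (6 higher, 5 lower), while 24 of the 25 genes stayed over 1 in log2 fold change and their adjusted p rose to at most 0.0576 in edgeR. Across the fits without a young-SP replicate, the calls ranged from 2 to 578, the higher genes from 0 to 292 and the lower genes from 2 to 286. The highest values came without young-SP replicate 1 and shared 24 genes with the 25, while 2107 and 2470 genes had an unadjusted p under 0.05 without young-SP replicates 2 and 4. Fits without an aged-SP replicate leave 1 library and gave no calls.

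The labels give both groups replicates 1 and 4. Over the tested genes, the deviations of libraries with the same number from their group means had correlations of 0.152 and 0.136, and only 2 numbers are shared, so they were not taken as pairs. With the replicate block, edgeR called 2 genes (1 higher, 1 lower), 2519 had an unadjusted p under 0.05, and 0 dendritic cell and cytokine genes passed over the list alone. The block leaves fewer degrees of freedom. Under it the medians of the endothelium, macrophages, dendritic cells and myometrium lists changed sign to 0.23, -0.18, 0.12 and -0.054, and that of neutrophils was -0.33, none with an adjusted p under 0.05 in limma. Endometrial stroma and estrogen response lost their calls (adjusted p = 0.0703 and 0.0523 in limma).

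Over all genes, 0 of the 9 genes tested by qPCR passed with edgeR (9 at an unadjusted p under 0.05), 9 with DESeq2's Wald test, 2 without a filter, 7 after scaling to Gapdh and from 0 to 5 in the fits without a young-SP replicate. Over the list alone, 9 passed, and from 5 to 9 in those fits. Of the 14 dendritic cell and cytokine genes, 0 passed over all genes (1 at an unadjusted p under 0.05), 1 with DESeq2's Wald test and from 0 to 2 in the fits without a young-SP replicate. Over the list alone 1 passed, 0 after scaling to Gapdh and from 0 to 2 in those fits. The causes were not tested. H2-Ab1 had a log2 fold change of -0.07, and 0.026 after scaling to Gapdh.

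With each library left out in turn, the log2 fold change changed sign for genes that were not called. It ranged from -0.23 to 0.11 for Gapdh, from -0.034 to 0.51 for Cd86, from -0.67 to 0.12 for H2-Aa, from -0.24 to 0.14 for H2-Ab1, from -0.051 to 1.01 for H2-Eb1, from -0.24 to 2.80 for Il12b, from -0.40 to 2.02 for Tnf, from -2.54 to 2.58 for Il1b, from -1.68 to 0.32 for Il6 and from -0.26 to 0.027 for Tgfb2. Without a young-SP replicate, list medians ranged from -0.056 to 0.28 for myometrium, from -0.26 to 0.23 for endothelium, from -0.17 to 0.23 for leukocytes, from -0.18 to 0.45 for macrophages, from -0.47 to 0.17 for neutrophils, from -0.039 to 0.15 for dendritic cells, from -0.39 to 0.090 for skeletal muscle and from -0.25 to 0.074 for oviduct. The cause was not tested. For the 10 genes with the largest changes, 13 comparisons under processing alternatives and 17 in leave-one-out fits lost their call, those given with the single genes included, and none changed direction. For the genes tested by qPCR, 18 comparisons under processing alternatives and 5 in leave-one-out fits came under an adjusted p of 0.05 in the same direction, as did 1 and 2 for the dendritic cell and cytokine genes.

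By camera, 6 of 18 lists had an adjusted p under 0.05, against 0 with an estimated correlation (0 at an unadjusted p under 0.05) and 0 with fry (4 at an unadjusted p under 0.05). Both estimate the correlation within a list from 5 libraries. The direction by camera was opposite to the sign of the median for myometrium (0.061), neutrophils (-0.25) and dendritic cells (-0.01). Fry gave the other direction for myometrium and neutrophils and the same for dendritic cells, and camera gave the other direction for neutrophils (-0.24) with at least 10 counts in every sample. PC1 held 54.7% of the variance with all tested genes and 68.9% with the variance stabilizing transformation, against 66.2%. Of the gene ontology terms, 13 passed, against 0 with the genes called by edgeR (63 at an unadjusted p under 0.05), of which 22 have a term, 3 with the higher genes alone, 9 with the lower genes alone and 13 against all annotated genes. The KEGG tests and their alternatives were not run.

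With the floor at 3 counts, Zfp979 and Zfp990 have only lower bounds, and Il12a and Il10, with at most 3 and 9 counts in a library, could not be tested.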

Differences from the paper's values

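The alternatives compared here were set before the data were examined. The paper reports 632 differentially expressed transcripts, against 25 genes called here with edgeR. The paper's count of upregulated genes is 296, against 14 here, and the paper's count of downregulated genes is 336, against 11 here. With DESeq2's Wald test the counts were 632, 296 and 336, and with edgeR without young-SP replicate 1 they were 578, 292 and 286, within 1.5 times the paper's values. None of the other alternatives closed the gap. Scaling to Gapdh, which was counted over all genes only after seeing the values, gave 479, 298 and 181, of which the first 2 are within 1.5 times the paper's values. With DESeq2 size factors, library size alone, limma-voom, no filter on low counts, at least 10 counts in every sample, the replicate block, edgeR without young-SP replicate 2 or 4, glmTreat and the adjusted p alone, the calls lay between 2 and 203. The higher genes lay between 0 and 94 (2470 genes at an unadjusted p under 0.05 in the fit with 0), and the lower genes between 1 and 109.

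The deposited table marks 1162 genes as significant, which are those with an unadjusted p under 0.05 and an absolute log2 fold change over 1, and 632 of them pass both of the paper's thresholds.

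The paper takes the 9 genes tested by qPCR from its differentially expressed genes, and with edgeR 0 of the 9 had an adjusted p under 0.05, while 9 had an unadjusted p under 0.05. They were called by other settings, 9 with DESeq2's Wald test, 7 after scaling to Gapdh (where 479 of all genes were called), 5 without young-SP replicate 1 and 2 with no filter on low counts, and none of these counts is independent evidence for the 9, since DESeq2's Wald test, scaling to Gapdh, no filter and leaving out that library also raised the calls over all genes.

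The paper presents its qPCR of these genes as a check of the RNA-seq, although a sentence words the results as not matching it. In the counts 9 of the 9 had the direction that the paper gives for the qPCR. The paper names cytokine and cytokine receptor interaction among its main pathways from KEGG. This pathway was not analysed here. Of the gene ontology terms for ligands and receptors, tested after the counts had been examined, chemokine activity held 6 genes called by DESeq2 of 32 (1.19 expected, unadjusted p = 0.00101, adjusted p = 0.186), cytokine activity 8 of 103 (3.82 expected, unadjusted p = 0.0375, adjusted p = 1) and cytokine receptor activity 3 of 25 (0.927 expected, unadjusted p = 0.0637, adjusted p = 1, all by a one-sided Fisher's exact test).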

Other observations

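The tests of a mislabelled sample and of the Gapdh count were chosen only after the results were seen.

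Young-SP replicate 1 lay between the groups. With the 5 libraries split into 2 and 3 in each of the 10 possible ways, 2 of the 10 splits gave at least as many genes called by edgeR as the real 25. The other split, which puts young-SP replicate 1 with the aged-SP libraries, gave 112 (652 with DESeq2, against 632 for the real split). The remaining splits gave 0 or 1 genes with edgeR, with 207 to 1006 at an unadjusted p under 0.05. With DESeq2 they gave 3 to 114 genes. With 10 splits the share cannot fall under 0.1, so that grouping by chance cannot be excluded. A mislabelled sample is a possible explanation of the 112 calls, but a female of the young-SP group with a different uterine stage would give the same split, and these cannot be told apart because no value other than expression identifies the females. An effect of the age of the males that differs between females was not tested.

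DESeq2 gave no p for 15 genes because of a library far from the fit by Cook's distance, which it judges only in groups of at least 3 libraries, here the young-SP group. In 14 of the 15 the young-SP library farthest from the fit was replicate 1, and 14 of the 15 were higher in both aged-SP libraries than in young-SP replicates 2 and 4. By edgeR's test 0 of the 15 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05. Without young-SP replicate 1, 11 of the 15 had an adjusted p under 0.05 in edgeR, which is no independent evidence of a difference, because the distance of that library selected 14 of the 15. Among the 11 is Prss28 of the uterine glands list (adjusted p = 0.00689 in edgeR), named after its values were seen, with 1105 ± 483 CPM (SD, n = 2) in the aged-SP group and 30.4 ± 52.2 CPM (SD, n = 3) in the young-SP group.

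Among genes of the dendritic cell markers that the paper stained in other uteri and cultured cells and of the cytokines that it measured in uterine luminal fluid and culture supernatant, 14 were tested and 0 had an adjusted p under 0.05 over all genes, while 1 had an unadjusted p under 0.05. Adjusted over the list alone, 1 was under 0.05. This was Tgfb3, at 34.1 ± 2.95 CPM (SD, n = 2) in the aged-SP group and 19.9 ± 0.200 CPM (SD, n = 3) in the young-SP group, a log2 fold change of 0.77 (adjusted p = 0.0734 over all genes and 0.00891 over the list alone in edgeR, and 0.00012 in DESeq2). Over its alternatives the adjusted p lay between 0.00012 and 0.231, with 0.0482 without young-SP replicate 1, where Cd83 also had an adjusted p of 0.0279 in edgeR. Of the 50-base stretches of Tgfb3, 8.79% occur in other genes. The paper measured proteins, with LPS given before the luminal fluid was collected and to the cultured cells. The counts here are RNA of whole uteri, for which no LPS is described, so they do not test the paper's findings on maturation.

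Besides the lists discussed above, camera in limma called T and NK cells (median -0.80 in log2 CPM, 10 of 11 genes lower, adjusted p = 0.0101), endometrial stroma (median -0.28, 8 of 10 lower, adjusted p = 0.0309) and proliferation (median -0.68, 10 of 10 lower, adjusted p = 0.0309), and none of the calls held with fry or an estimated correlation. Without young-SP replicate 4 the T and NK cells median was -0.41 (adjusted p = 0.0211 in limma). The call of endometrial stroma was lost without young-SP replicate 2 (adjusted p = 0.0674 in limma) and without young-SP replicate 4 (adjusted p = 0.138 in limma), and that of proliferation without young-SP replicate 1 (median -0.30, adjusted p = 0.176 in limma). Uterine epithelium was called without young-SP replicate 1 (median 0.47, adjusted p = 0.00933 in limma) and adipose tissue without a filter on low counts (median -0.96, adjusted p = 0.0291 in limma). With all libraries, the lists not called had adjusted p of 0.581 (uterine epithelium), 0.569 (uterine glands), 0.961 (myometrium), 0.786 (endothelium), 0.786 (leukocytes), 0.786 (macrophages), 0.774 (dendritic cells and their maturation), 0.961 (neutrophils), 0.569 (vagina and cervix), 0.578 (oviduct), 0.581 (adipose tissue) and 0.581 (skeletal muscle), all by camera in limma. Ovary and pancreas had 2 tested genes each and were not compared. Seminal vesicle had 0 tested genes, and its members had 3 counts in all libraries together.

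Gapdh had the lowest mean of 14 housekeeping genes, 15.3 CPM against a median of 338 CPM of the others. Reads shared with pseudogenes and left out of the count are a possible explanation, since 82.5% of the 50-base stretches of its longest coding transcript occur in other genes, among them 213 pseudogenes. The share alone does not decide it, because Eef1a1 shares 60.6% and had 12603 CPM, while Rpl13a shares 57.4% and had 21.0 CPM. A low level in the tissue cannot be told apart from it without the reads.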
